A study of Mus musculus with 788 samples. Its data were reported in "Atlas of Musculoskeletal Stem Cells with the Soft and Hard Tissue Differentiation Architecture" (2020).

How the data were processed

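Single cells of E12.5 mouse hind limbs, WT and Scx-/-, were captured by the authors on a Fluidigm C1 high-throughput integrated fluidic circuit after the limbs had been minced and digested with collagenase and trypsin. The circuit primes cDNA at the 3' end of transcripts and pools the cells of a column before the library step. The authors made libraries with Nextera XT chemistry and sequenced them on an Illumina HiSeq instrument. Wells that showed more than 1 cell under the microscope were excluded by the authors, and no doublet caller was run here. Per the labels, limbs of sibling embryos of 1 litter were in general pooled, 3 to 5 limbs per pool, and the number of pools per genotype is not given.

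The deposited values are raw read counts per gene symbol and cell, with no normalization. According to the study's methods, the authors removed reads with adapter, low quality or many undetermined bases with Perl scripts, aligned the rest to the mm10 genome with Bowtie2 at default settings and counted reads per gene with HTSeq. The submitters' processing notes name featureCounts as well. Tool versions, the annotation and the strand setting are not given in the sources used here. No molecular identifiers were used, so PCR copies of a molecule count as separate reads and every interval and detection limit below covers counting error only. Counting at the 3' end does not scale with transcript length, so counts were not divided by length. Intronic reads of overlapping or antisense genes cannot be separated without a strand setting. The table had 41575 gene symbols, 15050 of them with 0 reads, and 5 summary lines of the counter, which were left out of totals. As medians over all cells, reads in genes made up 18.9% of a cell's counted and summary reads in WT and 30.9% in Scx-/-, unaligned reads 35.5% and 29.0%, reads outside annotated features 18.0% and 10.5%, reads of low alignment quality 25.2% and 27.2%, and ambiguous reads 0.0793% and 0.113%. No line counted reads as aligned to several places (0), and 0 mitochondrial gene names were listed.

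Each deposited sample was 1 cell, and the genotype and the cell number came from its label. WT cells from number 51 on were 345. No label named an embryo for a cell, so each genotype was 1 sample. Cells were not used as replicates, and no p-value, standard error between genotypes or count of significant genes was computed. The study's stated filter of 2000 to 8000 genes detected left 247 of 395 WT and 383 of 393 Scx-/- cells; 156 cells were below it and 2 above. The 630 cells left had 15006 genes detected in at least 10 cells. A range of 1000 to 7500 genes, chosen after seeing the data because it leaves as many cells of each genotype as the study states, left 372 WT and 389 Scx-/- cells with means of 2724 and 4051 genes, and 21616 genes were detected in at least 3 cells with at least 1000 genes. The stated filter was kept for all main values.

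Reads were summed over the filtered cells of each genotype and scaled to counts per 1000000 gene reads (CPM). Sums had exact Poisson (Garwood) intervals of 95%, shares of cells exact binomial (Clopper-Pearson) intervals, and medians of gene lists order-statistic intervals over members. A count of 0 was given the limit that 3 counts set. Log2 ratios, Scx-/- over WT, had 1 CPM added to both sides, which understates the change of genes with few reads, except for Scx itself, whose ratio had none. Shares of cells with a read and genes per cell were compared after thinning each cell without replacement to 10000 reads, the largest depth of a fixed ladder that kept at least 80% of the cells of each genotype; 223 WT and 353 Scx-/- cells were deep enough, so 24 and 30 filtered cells were left out there. Intervals of median genes per cell are order-statistic intervals over cells and describe these cells only.

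Gene lists, cell type markers, the rule for named genes and the alternatives first listed were written before the data were examined. The 29 lists covered S phase, G2M phase and both together as proliferation, limb patterning, distal limb, proximal limb, hindlimb, forelimb, chondrogenic, osteogenic, tendon, soft connective tissue, myogenic, TGF-beta and BMP signalling, progenitor genes named by the study, dissociation and heat shock, hypoxia and glycolysis, nuclear long noncoding RNA, female X, Y-linked, ribosomal protein, mitochondrial, endothelial, epidermal, erythroid, macrophage or other immune, Schwann or neural crest, neuron, and pericyte or smooth muscle. A member was measured when it reached 5 CPM in either genotype. Each list's median was placed among 10000 random lists of the same size drawn from 20 bins of mean expression; this percentile describes these cells and is no test between genotypes. The genes named were Scx; genes that the study's text names for limb populations; the 12 highest and 12 lowest ratios among genes with at least 50 CPM in the higher genotype, reads in at least 10% of its cells, no cell with over 10% of its reads, and the same direction in the mean of per-cell CPM and in thinned cells; and in each list up to 2 members with the highest and 2 with the lowest ratio among those at 20 CPM or more. The rule also asked for the same direction among limb mesenchyme-like cells, which could not be applied because no filtered Scx-/- cell was in such a cluster. Bop1, Pitx1, Tnmd, the genes of the comparison of WT cells 1 to 50 with later WT cells and the members listed with no Scx-/- read were named after their values were seen.

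Clusters were built with Seurat 5.3.0 in R 4.3.3: log normalization to 10000 reads, 2000 variable genes, 20 principal components, a shared nearest neighbour graph and Louvain clustering at resolution 0.8, over genes in at least 10 cells. The study states neither the components nor the resolution. A cluster was named X-like when at least 3 markers of a class were raised at least 1.5-fold and read in at least 10% of its cells, at least 1 marker was among its 10 leading genes, and no other class had more there; leading genes were ranked by fold among genes in at least 25% of its cells. A cluster was counted as held by 1 genotype at 95% of its cells. Runs of 40 consecutive cell numbers served as stand-ins for library pools, since the labels give none. A change point in the correlation of each WT cell with the summed profile of later WT cells, over 3504 genes, put the last WT cell of the first stretch at number 50 (median correlation 0.27 up to it and 0.53 after it).

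Alternatives were edgeR 4.0.16 TMM factors and DESeq2 1.42.0 size factors in place of totals, the mean of per-cell CPM, no cell filter or at least 2500 genes, thinning before summing, 0.1 or 5 CPM added, a minimum of 0 or 20 CPM, thinning to 5000 or 20000 reads or not at all, another seed, at least 2 reads for a positive cell, and other cluster settings. Leaving out WT cells 1 to 50 and the range of 1000 to 7500 genes were added after seeing the data. List medians without WT cells 1 to 50 are given in the report for the members measured with all filtered cells. Alternatives restricted to limb mesenchyme-like cells could not be run. Other steps used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. The ratio step was tested on simulated counts for all 41575 genes of the comparison of Scx-/- with WT, with 50 genes changed at each of 4 sizes. Of these, 94.0% at 0.25-fold and 100% at 0.5-fold, 2-fold and 4-fold came within 0.25 log2 of the true ratio. Every simulated cell was drawn at its own depth from a shared mean profile, and only genes at 20 CPM or more were changed. The simulation held no cell types, PCR copies, pools or single cells with most reads of a gene. It tests the arithmetic of the ratio and not the accuracy of the ratios reported. Gene locations came from the GENCODE vM21 annotation of GRCm38, the assembly called mm10, and describe the longest coding transcript.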

Results

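Transcriptomes were measured of single cells that the study describes as dissociated from hind limbs of mouse embryos at E12.5. The embryos were wild-type (WT) or carried no functional copy of Scx (Scx-/-). Scx encodes scleraxis, a basic helix-loop-helix transcription factor of tendon and ligament progenitors. The comparison was meant to address how loss of Scx alters the progenitor populations of the limb. Only WT cells 1 to 50 held Hoxd13 reads, as given below, so the ratios cannot be read as effects of Scx in limb progenitors. The data held 788 cells, 50.1% of them WT and 49.9% Scx-/-. Limbs were in general pooled by litter, 3 to 5 to a pool, and no label tied a cell to an embryo or a pool, so each genotype counted as 1 sample, there was no replicate check, and no test between genotypes was possible. WT cells held 713 to 622977 reads in genes (median 22066) and Scx-/- cells held 4353 to 496329 (median 72470). The filter that the study states, 2000 to 8000 genes detected, left 630 cells, which were 62.5% of the WT and 97.46% of the Scx-/- cells, with medians of 50061 and 73852 reads. Unless stated otherwise, levels are reads per 1000000 gene reads (CPM) summed over these filtered cells, log2 ratios are Scx-/- over WT with 1 CPM added to both, and intervals cover 95% of the counting error only.

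Scx, the targeted gene, was read in both genotypes and was lower in the Scx-/- cells. It was at 13.9 CPM in WT cells (12.1 to 15.97) and 6.04 CPM in Scx-/- cells (5.29 to 6.86), a log2 ratio without added CPM of -1.21 (-1.48 to -0.93). Scx reads were found in 32 WT cells (12.96%) and in 41 Scx-/- cells (10.7%). With every cell thinned to 10000 reads, 18 WT cells (8.07%, exact interval 4.85% to 12.46%) and 12 Scx-/- cells (3.40%, 1.77% to 5.86%) held a read. Scx lies on chromosome 15 from 76457452 to 76459458 of the mm10 genome, on the plus strand, with 2 exons and 1035 exonic bases in its longest coding transcript, 414 of them untranslated. The gene sits wholly within an intron of Bop1, a ribosome biogenesis gene on the minus strand (76452989 to 76477277), and shares 0 bases with its exons. Bop1 itself was at 103.3 CPM in WT and 66.3 CPM in Scx-/- cells. Neither the deleted part of Scx nor the strand setting of the counting was given, so reads from the end of a remaining Scx transcript or from the Bop1 intron would be counted here and the value does not check the labels. A single cell held 17.4% of the WT and 20.0% of the Scx-/- Scx reads, and over runs of 40 consecutive cell numbers the level ranged from 0 to 50.0 CPM in WT and from 0 to 26.05 CPM in Scx-/-.

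The 23 measured genes of the soft connective tissue list, 1 of the lists described below, summed to 106865 CPM in WT and 175418 CPM in Scx-/- cells. Col1a1, the main chain of type I collagen, was at 36735 CPM in WT (36637 to 36832) and 58843 CPM in Scx-/- cells (58766 to 58919), a log2 ratio of 0.68, and at 352.3 CPM in all WT cells numbered 1 to 50. Over runs of 40 cell numbers, with all cells, Col1a1 was at 379.6 CPM in WT run 1 and ranged from 9074 to 81610 CPM in the other WT runs. In Scx-/- runs the range was 8911 to 81389 CPM, so the genotypes overlapped. The small proteoglycan Dcn was at 4217 and 5530 CPM (0.39), and Sox9, the transcription factor of chondroprogenitors, was at 119.6 CPM (114.1 to 125.3) and 153.5 CPM (149.7 to 157.5; 0.36), in 58.3% of WT and 68.9% of Scx-/- cells. Other matrix genes were lower in Scx-/- cells: Lum at 178.8 against 101.2 CPM (-0.82), Ogn at 112.5 against 73.6 CPM (-0.61) and Col14a1 at 75.8 against 50.4 CPM (-0.58). Col5a1 (118.95 and 108.5 CPM, -0.13) and Eln (178.5 and 148.3 CPM, -0.27) differed by less than the shift between scalings given below for all genes, and Eln was at 0.43 in thinned cells. Plvap, of fenestrated endothelium, was at 10.6 and 8.15 CPM, and Gata2 at 0.404 and 0.128 CPM. The Sox9 ratio of 0.36 in the sums was 0.01 as the mean of per-cell CPM and -0.02 in cells thinned to 10000 reads.

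Genes of cycling cells, limb patterning and cartilage were lower in Scx-/- cells. For the lists of cycling cells and limb patterning most of this difference rested on WT cells numbered 1 to 50 in the labels, and for the cartilage list part of it. Mki67, a marker of cycling cells, was at 131.3 CPM in WT (125.5 to 137.2) and 10.7 CPM in Scx-/- cells (9.74 to 11.8), a log2 ratio of -3.49, and at 16.9 CPM in WT without cells 1 to 50 (-0.61). Mecom, a zinc finger transcription factor, was at 26.9 and 0.874 CPM (-3.90, and 0.36 without those cells), and Ccnb1, the mitotic cyclin B1, at 22.5 and 4.91 CPM (-1.99, and 1.02 without them). Asb4 (11.2 and 0.0257 CPM, -3.57, and -0.84 without those cells), Lhx2 (7.88 and 0.617 CPM, -2.46, and -1.12), Igdcc3 (9.16 and 1.80 CPM, -1.86, and -0.85) and Chd7 (114.6 and 50.0 CPM, -1.18, and -0.64 without those cells) were lower in Scx-/- as well, whereas Igfbp3 was at 13.7 and 20.6 CPM, a ratio of 0.56 that was 1.35 without those cells but -0.28 both with no cell filter and at 1000 to 7500 genes per cell. Among cartilage genes, Col2a1 was at 375.5 CPM in WT and 200.4 CPM in Scx-/-, a ratio of -0.90 that became 0.02 without cells 1 to 50. Acan (85.7 and 29.1 CPM, -1.53) and Col9a1 (39.9 and 0.642 CPM, -4.64) kept ratios of -1.23 and -3.00 without them. Col9a1 was read in 19 WT and 5 Scx-/- cells only, and Sox5 in 0 and 2. Pcna, the sliding clamp of DNA replication, was at 14.2 and 10.6 CPM (-0.39). Of the muscle genes, Tnnt1 had 75 WT and 3 Scx-/- reads (a ratio of -2.49, and 0.11 without cells 1 to 50), Myod1 7 and 0, and Actc1 2 and 63, of which 88.9% were in 1 cell. The largest share of WT reads in 1 cell was 23.2% for Col2a1, 26.5% for Mki67, 25.7% for Ccnb1 and 50.0% for Mecom. In Scx-/- cells these shares were 3.64%, 57.4%, 57.1% and 94.1%. The Scx-/- levels of Mki67, Ccnb1 and Mecom, and their ratios without WT cells 1 to 50, thus rest largely on 1 cell each. Over all cells of a run, Mki67 was at 287.1 CPM in Scx-/- run 2 and at 4.17 CPM or less in the other Scx-/- runs.

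**Figure D1:**
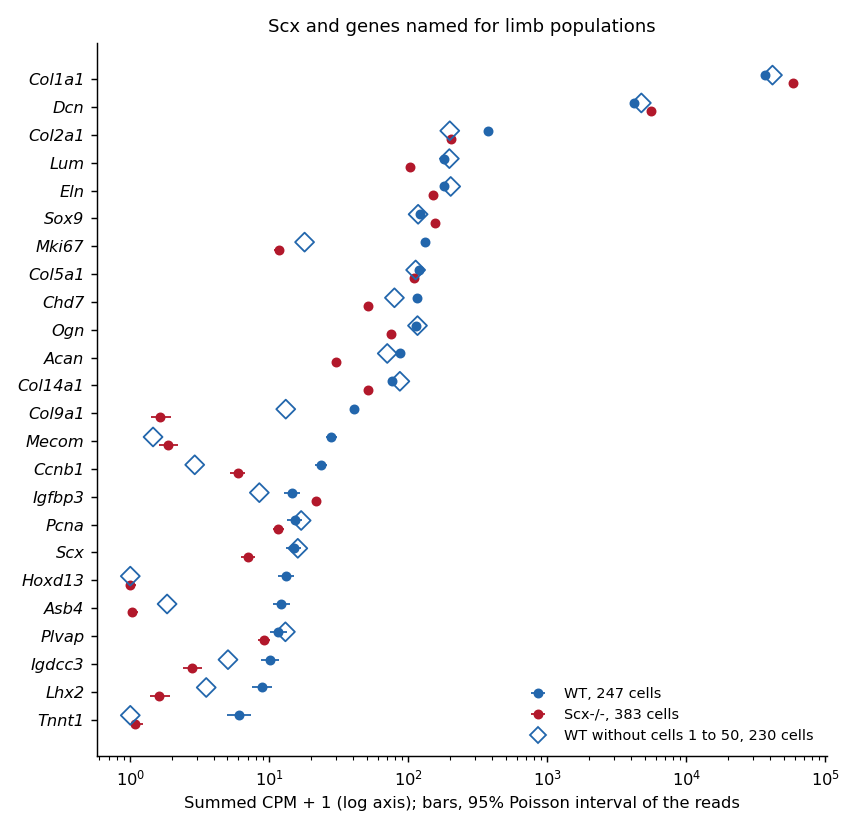
Summed CPM plus 1 on a log axis for Scx and genes named for limb populations, with filled points for filtered WT (blue) and Scx-/- (red) cells, bars for the 95% Poisson interval of the reads, and open diamonds for the 230 WT cells left without cells 1 to 50. Mki67 was at 131.3 CPM in WT, 16.9 CPM in WT without cells 1 to 50 and 10.7 CPM in Scx-/- cells.

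WT cells 1 to 50 differed from all other cells, WT and Scx-/- alike, in sex-linked and patterning genes and in the tendon gene Tnmd. Over all 788 cells, reads of a Y-linked gene (Ddx3y, Uty, Eif2s3y or Kdm5d) were found in 16 of these 50 cells (32%, exact interval 19.5% to 46.7%), in 0 WT cells from number 51 on (which allows up to 0.870%) and in 0 Scx-/- cells (up to 0.763%). Xist, the RNA of the inactive X chromosome of females, was read in 0 of the 50 cells (up to 6.0%), in 81.7% of WT cells from 51 on and in 92.4% of Scx-/- cells. Hoxd13, which patterns the distal limb, was at 97.1 CPM in cells 1 to 50 and had 0 reads in both other sets, which allows up to 0.218 CPM in WT and 0.0762 CPM in Scx-/- cells. Mki67 was at 1451, 17.2 and 10.6 CPM in these sets. Tnmd, the tendon membrane protein tenomodulin, was read in 0 of 50 cells, in 85.5% of WT cells from 51 on (866 CPM) and in 100% of Scx-/- cells (893 CPM). Of the 50 cells, 17 passed the filter.

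**Figure D2:**
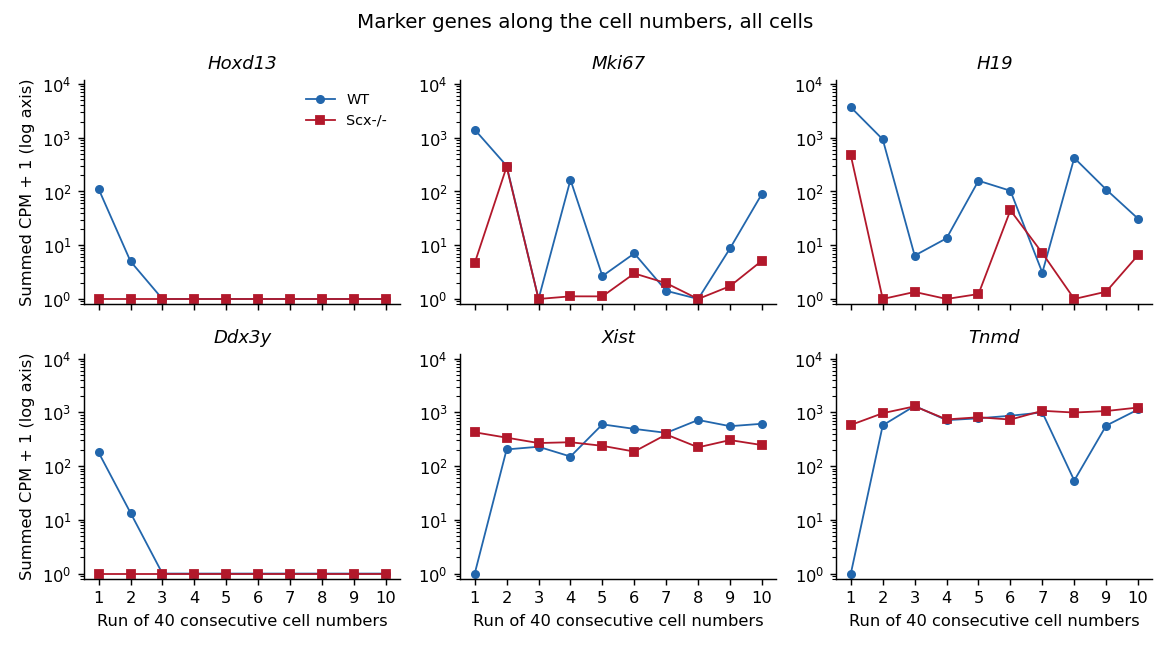
Summed CPM plus 1 on a log axis for 6 genes in runs of 40 consecutive cell numbers, over all 788 cells, with a blue line for WT and a red line for Scx-/-. Hoxd13 and Ddx3y have reads only in WT runs 1 and 2, which hold cells 1 to 50, and Tnmd and Xist are at 0 CPM in WT run 1.

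The gene lists fixed before the data were examined fell into groups that were lower, higher or level in Scx-/- cells. Over all 10762 genes with at least 5 CPM in either genotype the median log2 ratio was -0.27, and scaling by edgeR TMM factors or DESeq2 size factors in place of total reads added 0.34 or 0.33 to the ratio of a gene far above 1 CPM and less to that of a low one, so a list is read against that median. Members called highest or lowest in a list are those among its members at 20 CPM or more in either genotype. Of the proliferation list, 69 of 76 measured members were lower in Scx-/- cells, with a median of -1.44 (-1.99 to -1.04) and examples in Mcm5 (107.6 and 3.62 CPM), a subunit of the replicative helicase, Clspn (44.5 and 3.16 CPM), and the mitotic genes Cenpf (36.2 and 0.180 CPM) and Ckap2l (48.7 and 1.52 CPM). Their ratios of -4.55, -3.45, -4.98 and -4.30 were -2.19, 0.91, -2.69 and -1.45 without WT cells 1 to 50. Its S-phase part had 31 of 36 members lower (median -1.31, and -0.20 for the same members without those cells) and its G2M part 38 of 40 (median -1.82, and -0.31), with Lbr (58.97 and 69.3 CPM) and Pold3 (18.8 and 22.6 CPM) highest and Anp32e (51.03 and 50.3 CPM) and Casp8ap2 (50.4 and 48 CPM, -0.07, but 0.73 without those cells and 0.50 as the mean of per-cell CPM) level in the sums. The limb patterning list had 17 of 22 members lower and a median of -1.73 (-2.89 to -0.02). Shox2, a homeobox gene of the proximal limb, was at 26.1 CPM in WT and at 1 read in Scx-/- cells (-4.72, and -0.26 without WT cells 1 to 50), while Prrx1 (198.4 and 210.7 CPM) and Twist1 (15.5 and 21.8 CPM), general genes of limb mesenchyme, were not lower. The chondrogenic list had 13 of 15 members lower and a median of -1.53 (-3.89 to -0.85): Col9a2 was at 54.3 CPM in 21 WT cells with 0 reads in Scx-/- cells (up to 0.0771 CPM) and at 6.56 CPM in WT without cells 1 to 50, and Comp, of cartilage and tendon matrix, was higher (30.3 and 44.8 CPM). Each of these medians lay at percentile 0 among 10000 random lists of the same size and expression. For the same members without WT cells 1 to 50 the median of the proliferation list was -0.23 (44 of 76 lower), that of limb patterning was -0.02 (11 of 22 lower) and that of the chondrogenic list was -0.95 (11 of 15 lower).

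Smaller lists of limb regions and of progenitors went both ways. The 8 progenitor genes that the study names had a median of -2.22 with 7 members lower; the study chose them from its own limb cells, so they are not independent evidence of a direction. For the same 8 genes without WT cells 1 to 50 the median was -0.32 with 4 lower. The distal limb list had 4 of 6 members lower (median -1.56, and -0.08 for the same 6 members without those cells). The proximal list had 4 of 7 higher (median 0.30, -4.72 to 1.68, with 0.37 for the same members without those cells and -0.23 at 1000 to 7500 genes per cell), with Hoxa9 lower at 25.9 and 3.55 CPM (-2.57, and -1.40 without those cells). Of the hindlimb genes, Hoxc10 was at 25.4 and 25.2 CPM (-0.02, but -0.88 as the mean of per-cell CPM and -1.08 in thinned cells) and Pitx1 was at 6.4 CPM with 0 reads in Scx-/- cells. The forelimb gene Tbx5 did not reach 5 CPM. The myogenic list had 3 of 5 members lower (median -2.44, -3.38 to 0.73), but 1 of these 5 was lower without WT cells 1 to 50 (median 0.11), with Met (134.8 and 193.4 CPM, 0.52, and 0.03 as the mean of per-cell CPM) and the calcium pump Atp2a2 (log2 ratio 0.73) higher. Members with no Scx-/- read (Exo1, Hoxd10, Hoxd13, Pitx1, Col9a2 and Cdh15) lay below the median of their list, so setting them at the bound that 3 reads give leaves each printed median as it is.

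Lists of hypoxia and glycolysis, osteogenic and tendon genes had medians above 0, with members in both directions. In the hypoxia and glycolysis list 12 of 15 members were higher, with a median of 0.63 (0.24 to 1.18) at percentile 99.99, and hexokinase Hk2 (10.9 and 29.3 CPM, 1.35, with 52.5% of the WT reads in 1 cell, and 2.24 without WT cells 1 to 50) and phosphoglycerate kinase Pgk1 (47.5 and 118.4 CPM) were highest, while the peptide hormone Adm (112.1 and 63.3 CPM) and Pfkp (154.03 and 130.1 CPM) were lower. The osteogenic list had 5 of 7 members higher (median 0.63, -2.48 to 1.74, and -0.094 with no minimum CPM), with osteopontin, Spp1, at 128.4 and 432 CPM and Cebpb at 10.2 and 22.3 CPM, but Runx2, the transcription factor of osteoblasts, was at 29.4 and 4.45 CPM and Bmpr1b at 29.3 and 17.9 CPM. Runx2 was also among the 10 leading genes, at 41.2-fold, of a Schwann-like cluster of 37 WT cells that formed at resolution 1.2. In the tendon list 10 of 17 members were higher (median 0.21, -0.59 to 0.88). That median was 0.03 for the same members without WT cells 1 to 50 and 0.002 with no minimum CPM. The protease Htra3 (71.4 and 289.7 CPM) and fibromodulin, Fmod (1635 and 3208 CPM), were highest, and Tgfb2 (185.1 and 57.4 CPM) and the transcription factor Egr1 (240.5 and 88.4 CPM, -1.43, and -0.44 without WT cells 1 to 50) lowest. The soft connective tissue list was split, with 13 of 23 members lower and a median of -0.19 (-0.59 to 0.32) that was 0.15 under TMM scaling. Fbn1 (201.6 and 431 CPM) and Sparc (23361 and 43478 CPM) were highest in it, and Fbn2, the fibrillin of embryonic matrix (132.96 and 2.18 CPM, -5.39, and -2.86 without WT cells 1 to 50), and Mfap2 (96.7 and 29.3 CPM, -1.69, and 0.26 without them) lowest. The TGF-beta and BMP list had 14 of 23 members lower (median -0.23, and 0.10 under TMM scaling), with Bmp7 at 85.8 and 0.488 CPM (-5.87, with 65.3% of the WT reads in 1 cell, and -1.44 without WT cells 1 to 50), Tgfbr3 at 19.3 and 39.96 CPM (1.02, and 0.04 in thinned cells) and Id3 at 45.5 and 66.8 CPM.

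**Figure D3:**
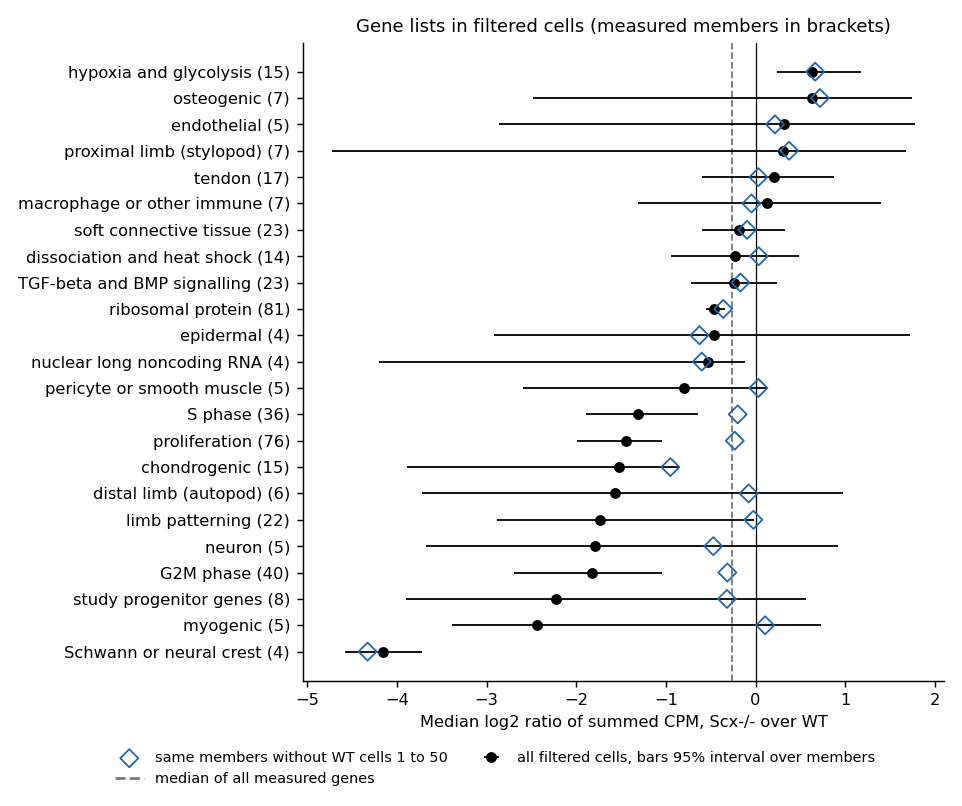
Median log2 ratio of summed CPM, Scx-/- over WT, for each gene list with at least 4 measured members; black points are all filtered cells with the 95% order-statistic interval over members, open diamonds are the same members without WT cells 1 to 50, and the dashed line is the median of all measured genes (-0.27). The limb patterning list lies at -1.73 with those cells and at -0.02 without them, and the Schwann list at -4.15 and -4.33.

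Schwann and neural crest genes were lower in Scx-/- cells in each of the 4 measured members, with a median of -4.15 and summed levels of 299.9 CPM in WT and 11.2 CPM in Scx-/- cells. Sox10, the transcription factor of the lineage, was at 44.2 CPM in WT (40.8 to 47.7) and at 1.31 CPM in Scx-/- cells (0.976 to 1.72), and Ngfr at 27.2 and 0.745 CPM. Without WT cells 1 to 50 the median was -4.33. Runs of 40 cell numbers ranged from 0 to 209.4 CPM of Sox10 in WT and from 0 to 36.4 CPM in Scx-/-, so the ranges of the 2 genotypes overlapped. The Schwann-like cluster that formed at resolution 1.2 held 37 WT and 0 Scx-/- cells, 75.7% of them within 1 window of 40 consecutive numbers. Over all cells of a run, the list summed to 829.6 CPM in WT run 6, 780.1 CPM in run 4 and 888.4 CPM in run 8. It summed to 0.903 CPM in WT run 3 and 11.3 CPM in run 7. Pool and genotype cannot be told apart here.

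Markers of other cell types and of handling differed less. Macrophage or other immune genes had 4 of 7 members higher in Scx-/- cells (median 0.12, and -0.05 without WT cells 1 to 50), with lysozyme, Lyz2, at 19.8 and 53.7 CPM, Fcer1g at 47.6 and 61.98 CPM, Cd68 at 42.9 and 47.97 CPM and Srgn at 26.3 and 25.4 CPM. Endothelial genes had 3 of 5 higher (median 0.32, and -0.10 at 1000 to 7500 genes per cell; Tek 19.2 and 41.96 CPM), epidermal genes 1 of 4 (median -0.47; Krt18 55.9 and 187.3 CPM, Krt8 24.1 and 21.1 CPM), neuronal genes 1 of 5 (median -1.79, and -0.47 for the same members without WT cells 1 to 50) and pericyte genes 1 of 5 (median -0.80, and 0.03 without them; Pdgfrb 234.8 and 257.6 CPM). Dissociation and heat-shock genes had 8 of 14 lower (median -0.23, 0.11 under TMM scaling and 0.04 without WT cells 1 to 50); Fos was at 440.4 and 108.7 CPM (-2.01, and 0.32 without WT cells 1 to 50), Ier2 at 503 and 184.8 CPM, Dusp1 at 554 and 779 CPM and Junb at 91.1 and 131.04 CPM. Ribosomal protein genes had 64 of 81 lower (median -0.46, percentile 0.4), with Rpl21 at 25.4 and 6.42 CPM, Rpl34 at 21.7 and 7.4 CPM and Rps2 at 12.6 and 20.3 CPM; the name rule also took the kinase gene Rps6ka4 (49.7 and 66.9 CPM). The 4 measured nuclear long noncoding RNAs were all lower (median -0.53, and -0.20 under TMM scaling, a shift larger than the ratios of Malat1 and Neat1), from Malat1 (15912 and 14633 CPM) and Neat1 (1236 and 988 CPM) to Kcnq1ot1 (313.6 and 186.98 CPM) and Miat (25.3 and 0.437 CPM, -4.19, and -2.60 without WT cells 1 to 50). Xist was at 378.1 and 270.2 CPM, and Ddx3y at 25.4 CPM with 0 reads in Scx-/- cells. No erythroid gene reached 5 CPM and 0 mitochondrial gene names were in the table.

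Beyond the lists, the rule for broadly detected genes took 2314 genes, of which 1365 were lower in Scx-/- cells. The imprinted gene Mest was the lowest, at 171.6 CPM in WT and 21.2 CPM in Scx-/- cells, a log2 ratio of -2.96. It was followed by Inhba, a subunit of activin (132.6 and 39.9 CPM, -1.71), Gtf2i (-1.65), Wash1 (-1.56), Btbd9 (-1.52), the replication gene Mcm2 (58.6 and 20.4 CPM, -1.48), Gramd1a (-1.46), Ier2 (-1.44), the cholesterol exporter Abca1 (142.9 and 52.3 CPM, -1.43) and fatty acid synthase, Fasn (203.6 and 75.5 CPM, -1.42). The highest was the endosomal sorting gene Snx1, at 6.33 CPM in WT (5.11 to 7.74) and 73.3 CPM in Scx-/- cells (70.6 to 76.02), a ratio of 3.34 that was 2.02 in thinned cells, followed by Cd14, a receptor for bacterial lipopolysaccharide (8.01 and 54.6 CPM, 2.62, and 1.18 in thinned cells), Chchd10 (2.62) and Snx3 (2.35). The secreted antioxidant enzymes Sod3 (150.2 and 604 CPM, 2.00) and Gpx3 (126.02 and 504 CPM, 1.99) stood beside Htra3 (2.01), Ndufa4l2 (62.6 and 230.5 CPM, 1.86), the cartilage matrix gene Cilp (1.79) and Lgals9 (1.65). Each list of 12 also held 2 gene models or pseudogenes. All 12 lowest kept a ratio below 0 without WT cells 1 to 50.

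Cells with reads of both Scx and Hoxd13, which the study regards as musculoskeletal stem cells, were not found at this depth. In thinned cells 0 WT and 0 Scx-/- cells held both, and the count was also 0 in unthinned cells. The WT share expected from the 2 genes separately was 0.0724%, so the 0 in WT cells says little about whether the 2 genes occur together. Outside WT cells 1 to 50 the 0 follows from Hoxd13, which had 0 reads there in both genotypes. Hoxd13 alone was read in 3 WT cells, each numbered 1 to 50, at 12.2 CPM with 78.5% of the reads in 1 cell, and in 0 Scx-/- cells (up to 0.783%). Hoxd13 lies on chromosome 2 from 74668310 to 74671599, on the plus strand, with 2 exons and no overlapping gene.

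Mki67 was read in 20 thinned WT cells (8.97%, 5.56% to 13.5%) and in 22 thinned Scx-/- cells (6.23%, 3.95% to 9.28%), intervals that overlap. At 20000 reads the shares were 10.8% and 3.36%, a difference of -7.46 percentage points (-13.1 to -2.55 over cells), and 10 of the 20 WT cells with a read there were numbered 1 to 50. Of the 20 WT cells at 10000 reads, 9 were numbered 1 to 50; without them the WT share was 5.34% (2.70% to 9.35%). Unthinned shares were 14.98% (37 cells) and 10.4% (40 cells). Mki67 lies on chromosome 7 from 135689784 to 135716361, on the minus strand.

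The number of genes detected per cell differed with depth. Unthinned WT cells had a median of 3143 genes and Scx-/- cells 3934, a difference of 791. At 10000 reads per cell the medians were 2076 (2009 to 2154) and 2103 (2042 to 2166), a difference of 27 (-72.02 to 118.97) within these intervals over cells. When a gene needed at least 2 reads to count as detected, the thinned medians were 1225 and 1162, a difference of -63 (-105.2 to -10.6) in the other direction.

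Clustering the 630 filtered cells gave 9 clusters, of which 6 held at least 95% of their cells from 1 genotype. These 6 held 49.8% of the cells (45.9% to 53.8%). That share depended on the settings: it was 9.03% in thinned cells and 20.95% at resolution 0.4. It was 51.9% with 30 principal components and 56.6% without WT cells 1 to 50. Cluster 0, with 130 WT and 5 Scx-/- cells, was led by Sox2, Sox10, Fbn2 and Ngfr, and it held all 17 filtered WT cells numbered 1 to 50, with its other WT cells in runs 2, 4, 5, 6, 8, 9 and 10. The Scx-/- clusters were cluster 4 (47 cells, led by Sfrp4 and Greb1), cluster 5 (38 cells, numbers 41 to 80), cluster 6 (37 cells, numbers 1 to 40) and cluster 7 (34 cells, 33 of them in run 4), and cluster 8 had 23 WT cells, numbers 51 to 77, led by Hydin and the epidermal genes Sprr1a and Krt6a. Clusters 5, 6 and 8 had medians of 12226, 13269 and 13667 reads per cell and cluster 7 had 215959. Cluster 1 (25 WT and 99 Scx-/- cells, with Spp1, Chad and Saa1 leading) was mixed, but 18 of its WT cells lay in run 3. Cluster 2 (35 WT and 80 Scx-/- cells, with Tek, Dpt, Scara5, Aspn and Cd248 leading) was mixed too. Cluster 3 was macrophage-like, with 9 of 15 markers raised and Il1rn, Mpeg1, Ccl3 and Fcer1g among its leading genes. This cluster also had raised tendon or connective tissue markers (Scx, Mkx, Fmod, Col1a1 and Col1a2) and a median of 4873 genes per cell. It held 34 WT cells (13.8%, 9.72% to 18.7%) and 43 Scx-/- cells (11.2%, 8.25% to 14.8%), and 29 of these WT cells lay in run 7 and 34 of these Scx-/- cells in run 5. The 2 shares were not stable to the clustering: with 30 principal components macrophage-like clusters held 6.88% of WT (4.06% to 10.8%) and 1.83% of Scx-/- cells (0.738% to 3.73%), and without WT cells 1 to 50 they held 23.9% (18.6% to 29.96%) and 37.6% (32.7% to 42.7%). The other 8 clusters were not named from the markers, and 0 WT and 0 Scx-/- cells fell in a limb mesenchyme-like cluster (up to 1.21% and 0.783%). A cluster of that name appeared with 10 principal components (17 WT cells, 6.88%) and at 1000 to 7500 genes per cell (37 WT cells, 9.95%), and in both it consisted wholly of WT cells 1 to 50. A Schwann-like cluster of 37 WT and 0 Scx-/- cells appeared at resolution 1.2 and with 10 principal components. Runs of 40 cell numbers were counted within each genotype, so each held 1 genotype by construction. Since the labels name no pool, pool and genotype cannot be told apart.

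**Figure D4:**
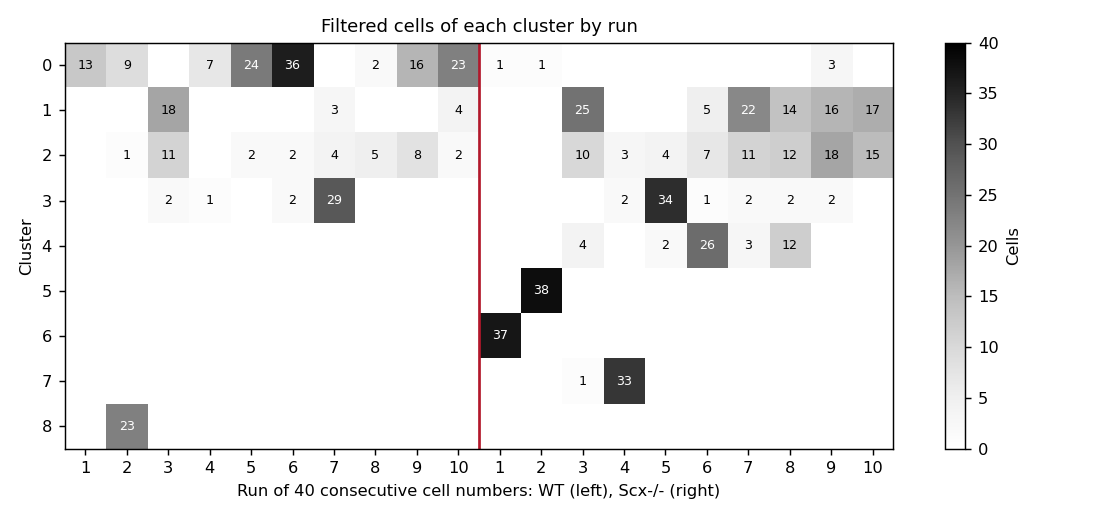
Number of filtered cells of each of the 9 clusters (vertical axis) in each run of 40 consecutive cell numbers (horizontal axis), with 10 WT runs left and 10 Scx-/- runs right of the red line and darker shading for more cells. Clusters 5, 6 and 8 each lie in 1 run (38, 37 and 23 cells), and cluster 7 has 33 of its 34 cells in 1 run.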

Values the study reported

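After quality control the study kept 761 cells, of which 372 were wild-type and 389 were Scx−/−. It gave an average of 2723 expressed genes per wild-type cell and 4051 per Scx−/− cell. Its methods left out cells with fewer than 2000 or more than 8000 detected genes and genes seen in under 10 cells, and stated a total of 21 616 genes for this data set. The study described 1 cell cluster made up wholly of Scx−/− cells and 1 made up wholly of wild-type cells.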

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

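For WT cells 1 to 50 the tests of reads per cell and of sex were chosen after the result was seen, as was the test of library pools for genes per cell, while the tests of consecutive numbers and of thinning were fixed earlier. The test of reads per cell replaced one by Y-linked reads in thinned cells, whose outcome was fixed because later WT cells had 0 such reads before thinning.

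In the cells left out by the gene filter, 3 genes were above their level in the Scx-/- cells left out. In the WT cells left out, of which 33 were numbered 1 to 50, Hoxd13 was at 50.4 CPM, Mki67 at 1396 CPM and Ddx3y at 34.9 CPM. In the 10 Scx-/- cells left out, Hoxd13 and Ddx3y had 0 reads (up to 6.52 CPM) and Mki67 was at 2.17 CPM. The same genes were read in the filtered WT cells, at 12.2, 131.3 and 25.4 CPM.

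WT cells 1 to 50 stood apart from all other cells. The WT cells from number 51 on that had at least the median reads of cells 1 to 50 still had a limb patterning median log2 ratio of -3.70 (-5.03 to -2.95) over cells 1 to 50, which argues against reads per cell as the whole cause. Sex of the embryos alone would leave autosomal patterning genes level, but that median was -3.31 (-4.90 to -2.86) for all WT cells from 51 on. Both sets carry the WT label, so genotype does not part them, and no biological explanation other than sex was tested. Across genes, WT cells from 51 on correlated at 0.95 with Scx-/- cells, and cells 1 to 50 at 0.17 and 0.13 with these sets. The study found high Hoxd13 in a cluster of mainly E12.5 cells. WT cells from 51 on had 0 Hoxd13 reads, and 29 of 32 limb patterning genes were lower in them than in cells 1 to 50. These values argue against cells like those of that cluster among WT cells from 51 on. Whether cell source, stage, litter or handling differed stays open, and no reference of E12.5 limb was used here.

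Clusters held by 1 genotype were mostly single stretches of cell numbers. In 4 of the 6 such clusters, 100% of the cells lay within 1 window of 40 consecutive numbers, which is what a shared library pool would give and may be its effect. In cluster 4 the share was 59.6%, but its 47 cells could not all lie in 1 window of 40. Pool and genotype cannot be told apart there. In cluster 0 the share was 28.1%, but it too had more cells than 1 window of 40 can hold. With 10 principal components the filtered WT cells 1 to 50, all in cluster 0, formed a cluster of their own. The window share therefore cannot tell whether parts of cluster 0 came from single pools. Clusters 5, 6 and 8 each lay in 1 run and cluster 7 had 33 cells in 1 run, although each genotype had 10 runs. That argues against genotype alone as the source of these 4 clusters. A part played by loss of Scx remains untested for all 6. The labels name no pool, and runs were counted within each genotype, so none could hold both. The share of cells in clusters held by 1 genotype, 49.8% here, was 9.03% when thinned cells were clustered, with 2 such clusters. A part played by reads per cell was not tested.

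More genes per cell in Scx-/- cells may follow from depth. After thinning, the difference in medians was 3.41% of that without thinning (27 against 791 genes). Thinned medians of 6 of the 10 WT runs lay above the lowest Scx-/- run, so what difference remains is also within the spread between runs. With at least 2 reads per gene the thinned difference was -63 (-105.2 to -10.6), so its direction depends on the threshold and a biological difference in gene number stays open.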

How the results depend on the processing

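Leaving out WT cells 1 to 50 and the range of 1000 to 7500 genes per cell were chosen after the result was seen; the other settings were planned. Of the planned values, 97 stayed within the interval of the reported value and 14 left it; of the added ones 22 stayed, 5 left it and 1 left it with the opposite sign. Where no cause is named, the cause was not tested. No paired analysis was possible because each genotype was 1 sample, the numbers in the labels name cells rather than paired samples, and no test was made. Settings limited to limb mesenchyme-like cells were not run, since no Scx-/- cell was in such a cluster.

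The direction of the Scx ratio (-1.21) held in all 8 settings, with values outside its interval of -1.88 for the mean of per-cell CPM, -1.53 with no cell filter, -0.868 with TMM factors, -0.878 with DESeq2 factors, -2.19 in thinned cells and -1.49 at 1000 to 7500 genes. TMM and DESeq2 factors add 0.34 and 0.33 to the Scx ratio by construction. The proliferation median (-1.44) was -0.936 for the mean of per-cell CPM, -0.987 in thinned cells and -0.289 without WT cells 1 to 50, and it was below 0 in all settings. The limb patterning median (-1.73) was reversed to 0.121 without WT cells 1 to 50, where 14 of 22 members were measured, but was -0.02 over the same 22 members. The chondrogenic median stayed between -0.949 and -2.43. Medians of the tendon, osteogenic, soft connective tissue and myogenic lists had intervals that included 0 and stayed within them, but 3 of them changed sign: the osteogenic median (0.63) was -0.094 with no minimum CPM, the soft connective tissue median (-0.19) was 0.152 and 0.141 with TMM and DESeq2 factors, and the myogenic median (-2.44) was 0.031 for the mean of per-cell CPM, 0.496 in thinned cells and 0.621 at a minimum of 20 CPM.

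Genes per cell differed by 791 without thinning and by -63 with at least 2 reads per gene, within the interval of the reported 27 but with an interval of its own that excluded 0. The share of limb mesenchyme-like cells, Scx-/- minus WT, was 0 but -6.88 percentage points with 10 principal components and -9.95 at 1000 to 7500 genes. The share of cells in clusters held by 1 genotype (49.8%) was 21% at resolution 0.4, 35.4% at 1.2, 29% with 10 components, 9.03% in thinned cells, 54.6% with no cell filter, 43.1% at 1000 to 7500 genes and 56.6% without WT cells 1 to 50. The difference in the share of cells with Mki67 (-2.74 points) stayed within its interval in all 8 settings, but its own interval excluded 0 at 20000 reads (-7.46) and with no cell filter (-5.08), where 10 of 20 and 17 of 28 WT cells with a read were cells 1 to 50, and it was 0.892 without WT cells 1 to 50. The difference in the share of cells with Scx (-4.67 points, -9.35 to -0.62) also stayed within its interval in all 8 settings. Its own interval included 0 with another seed (-3.33, -7.76 to 0.49), without thinning (-2.25, -7.90 to 3.03) and with at least 2 reads (-2.01, -5.33 to 0.55). The share with Scx and Hoxd13 was 0 in each setting. Depth limits detection, since Scx was read in 12.96% of WT cells unthinned and 8.07% thinned, so among WT cells 1 to 50 that 0 sets no limit on such cells. In all other cells the 0 follows from Hoxd13, which had 0 reads there without thinning.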

Other observations

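The comparisons in this part were chosen after the values were seen. Among named genes with at least 500 CPM in WT cells 1 to 50 or in WT cells from 51 on, over all cells, the 12 with the largest excess in cells 1 to 50 follow, with levels in cells 1 to 50, WT cells from 51 on and Scx-/- cells. Myl9, a myosin light chain, was at 629.9, 0.437 and 3.28 CPM, Bmp7 at 506, 2.91 and 0.482 CPM, Mki67 at 1451, 17.2 and 10.6 CPM, the growth factor Mdk at 644, 8.16 and 9.93 CPM, Ldhb at 879, 11.6 and 1.19 CPM, and Top2a at 639.7, 9.18 and 4.85 CPM. Wwp2 was at 2215, 42.96 and 26.4 CPM, cyclin D1 (Ccnd1) at 821, 16.97 and 15.1 CPM, Fbn2 at 1126, 23.96 and 2.16 CPM, Sned1 at 523, 10.9 and 28.8 CPM, Rfc2 at 631, 13.5 and 16.5 CPM, and the imprinted RNA H19 at 3813, 90.4 and 31.2 CPM. Over 83 measured proliferation genes, 79 were lower in WT cells from 51 on than in cells 1 to 50, with a median log2 ratio of -3.04 (-3.52 to -2.62). The chondrogenic list, with 13 of 16 members lower, had a median of -3.22.

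In the other direction, 11 of the 12 genes had 0 reads in WT cells 1 to 50 (up to 1.12 CPM). In WT cells from 51 on and in Scx-/- cells, the chemokine Ccl5 was at 5399 and 4309 CPM, the acute-phase gene Saa3 at 4999 and 5313 CPM, heme oxygenase Hmox1 at 3037 and 5459 CPM, metallothioneins Mt1 at 3005 and 3024 CPM and Mt2 at 1969.9 and 2299.9 CPM, Il1rl1 at 2671 and 2710 CPM, and Nupr1 at 2235 and 4289 CPM. Slpi was at 1302 and 3404 CPM, stromelysin, Mmp3, at 1289 and 2212 CPM, Cryab at 1069.8 and 813 CPM, and Tnmd at 866 and 893 CPM. Cav1, at 1874 and 1405 CPM, had reads in cells 1 to 50 (1.12 CPM). Macrophage or other immune genes summed to 1.5 CPM in cells 1 to 50, 198.2 CPM in WT cells from 51 on and 224.06 CPM in Scx-/- cells, and soft connective tissue genes to 6103, 117255 and 174509 CPM. Schwann genes, at 363.02 CPM in WT cells from 51 on, were at 6.75 CPM in cells 1 to 50 and 12.49 CPM in Scx-/- cells, so that they part the 2 sets that otherwise correlated at 0.95. Correlations between odd- and even-numbered cells within a set were 0.49 for WT 1 to 50, 0.96 for WT from 51 on and 0.98 for Scx-/-, all across genes, which are not independent replicates.

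Runs of 40 cell numbers differed within a genotype as well. WT run 3 correlated most with Scx-/- run 3 (0.904 across genes) and WT run 7 with Scx-/- run 5 (0.903). Each was thus closer to an Scx-/- run than to most WT runs. No other WT run correlated above 0.857 with any run. Summed over all cells of a run, Prg4, the lubricin of joint surfaces, ranged from 4.86 to 4767 CPM in WT and from 629 to 8088 CPM in Scx-/-, and the tendon matrix gene Thbs4 from 28.7 to 2640 CPM and from 904 to 3381 CPM. Spp1 ranged from 0 to 418 CPM and from 0 to 1481 CPM, and the growth factor gene Igf2 from 23.9 to 4180 CPM and from 0.742 to 520.2 CPM. The WT values of 4.86 CPM for Prg4, 28.7 CPM for Thbs4 and 4180 CPM for Igf2 were those of run 1, which holds WT cells 1 to 40 only. In the other WT runs Prg4 was at 178.1 CPM or more, Thbs4 at 582.4 CPM or more and Igf2 at 932.6 CPM or less.

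The stated filter left 62.5% of the WT cells here. That is fewer cells than the number quoted from the study above.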
